A study of Homo sapiens with 2 samples.

How the data were processed

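H1 human pluripotent stem cells were profiled in 2 single-cell libraries, 1 with a hairpin against HNRNPU and 1 with a hairpin against luciferase. Per the labels' protocols, the cells were grown in mTeSR1 on Matrigel, hairpins were delivered by lentivirus, puromycin selection followed, and libraries were made with a 10x version 3 kit. The group of each library was taken from its hairpin label.

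The authors deposited whole-number counts, not normalized, 1 table per library, with barcodes in rows and features in columns. The aligner, the counting program, the genome build, the annotation, the choice of barcodes and any collapsing of molecular identifiers are not given in the sources used here. Every value was a whole number of at least 0, from which the unit was taken. The header was the same in both tables and held 39611 columns, of which 38491 were Ensembl gene identifiers, 1058 transposable-element families and 62 tRNA families. Symbols were found for 38469 of the gene identifiers. No genomic coordinates are given, since no build is named. Without a statement on molecular identifiers, amplified copies of a molecule may have been counted more than once, and some reads appear to be counted for several overlapping features. Counting intervals are then too narrow, and the share of counts on transposable elements depends on that choice.

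Barcodes were kept with a total of at least 10% of the 99th percentile of their library's totals, at least 500 genes and at most 20% mitochondrial counts. This count minimum came to 4742 counts in shHNRNPU and 6521 in shLUC. It left out 2069 shHNRNPU barcodes and 5877 shLUC barcodes, and the mitochondrial limit left out 1 more in shHNRNPU. Doublets were called with the scrublet function of scanpy 1.11.5 at an expected rate of 6%. It marked 2 of 7930 and 6 of 4123 cells, 0.0664% over both libraries. A caller that marks under 0.5% of over 5000 cells was held not to have worked. The shLUC library had fewer cells than that, but the 0.5% limit was applied to each library on its own, whatever its number of cells. The shares marked were 0.0252% in shHNRNPU and 0.146% in shLUC, so no cell was removed. Doublets therefore remain in both libraries.

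Counts were summed over the kept cells of each library and divided by the total to give CPM. Ratios are log2 of shHNRNPU over shLUC. A count of 0 in 1 library was set to 3, the limit that a count of 0 allows. Sums have exact Poisson intervals, ratios exact conditional binomial intervals, shares exact binomial intervals, and medians and percentiles intervals from 1000 Poisson resamples. No test compared the groups, since cells are not replicates.

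The gene lists, families, named-gene rule, cell type markers, filters and most alternatives were fixed before the data were examined. A list member entered with at least 20 counts over both libraries. Each list median was placed among 10000 random lists matched in 20 bins of mean expression. The text names HNRNPU, list members, the 8 genes with the highest and the 8 with the lowest ratio among genes with a symbol and a mean of at least 10 CPM, mitochondrial genes left out, and the 5 highest and 5 lowest families at the same minimum. COX20 was chosen after its values were seen. The value of 1 list member is not reported here.

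For measures per cell, each cell was thinned without replacement to 10000 counts, the 10th percentile of totals over both libraries rounded down to a multiple of 500. Phases were called with scanpy and the S and G2/M lists distributed with Seurat 5.3.0. Clustering used 2000 variable genes, 30 components, 15 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 0.5. A marker counted as defining a cluster with 20 counts and a level 2-fold above the mean of the other clusters, a criterion set after the data were seen, and 3 markers were needed for a name.

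Alternatives kept every barcode, required 2000 genes, limited mitochondrial counts to 10%, removed the top 6% of cells by doublet score, used TMM factors from edgeR 4.0.16 in R 4.3.3, weighted cells equally, left mitochondrial and ribosomal protein genes out of the totals, changed the minimum on low counts, the thinning depth, the clustering resolution to 1.0 and the genes clustered, or clustered thinned cells. The lowest minimum on low counts still left out list members with 3 counts or fewer in both libraries. Totals over gene columns alone and another choice of control genes for the phase score were added after the data were seen. Analyses used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

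The ratios were tested on simulated sums for 21863 genes, 200 of them changed. At a true log2 ratio of 1.00 in the shHNRNPU over shLUC comparison the median estimate was 1.00, with intervals covering 94.1% of 34 genes. Over the 6 fold sizes the coverage ran from 91.2% to 100%, and the intervals covered 95.4% of the unchanged genes. Of 100 random lists of 16 genes, 3 fell outside the central 95%. The sums were drawn as Poisson counts and the lists from genes drawn independently, so these values check the calculation only. They do not show how often a list of genes that vary together would fall outside.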

Results

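Single-cell RNA-seq was examined in 2 libraries of H1 cells, an established line of human pluripotent stem cells that grows in the primed state, the state that resembles the epiblast around implantation. The cells had received a lentiviral short hairpin RNA and had been selected with puromycin. In 1 library the hairpin targeted HNRNPU, which encodes an RNA-binding protein of the nuclear matrix (shHNRNPU). In the other it targeted luciferase, a gene the cells do not have (shLUC). Each group held 1 library, so no difference below has a replicate check, no test was run and no p-value is given. Any difference between the libraries may be that of the cultures as well as that of the hairpins. Intervals are 95% intervals that cover counting error only, except those of shares of cells and of the median counts per cell. These cover the drawing of cells within a library, and that of the median counts is wider than a 95% interval. Whether molecular identifiers were collapsed before deposit is not given in the sources used here, so the values are called counts.

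Each library held 10000 barcodes. The shHNRNPU library summed to 162278845 counts and the shLUC library to 137798587 counts. The filter on barcodes kept 7930 shHNRNPU cells with 158453796 counts and 4123 shLUC cells with 118198971 counts. The median kept cell had 17694.5 counts and 4080 genes in shHNRNPU, against 26423 counts and 5032 genes in shLUC. The ratio of the median counts per cell was −0.58 on the log2 scale (−0.62 to −0.54), and −0.53 where barcodes were instead required to have at least 2000 genes. Mitochondrial genes took 2.81% of the kept counts in shHNRNPU and 3.14% in shLUC, and ribosomal protein genes 14.8% and 13.9%. Because shLUC cells were deeper, shares of cells were compared only after every cell had been thinned to 10000 counts. This left out 613 shallower shHNRNPU cells and 457 shallower shLUC cells.

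The targeted gene was examined first, to check the labels. HNRNPU (ENSG00000153187) had 71090 counts in shHNRNPU, or 448.6 CPM (counts scaled to the library's total, with an exact Poisson interval of 445.4 to 452.0). In shLUC it had 86465 counts, or 731.5 CPM (726.7 to 736.4). The log2 ratio of shHNRNPU over shLUC was −0.71 (exact conditional interval −0.72 to −0.69), a level 38.7% lower. The ratio moved most, to −0.76, when each cell weighed the same. HNRNPU overlaps COX20 on the opposite strand in the GENCODE 29 annotation, and whether the counting used strand is not given in the sources used here. Some of the counts of either gene can therefore belong to the other.

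HNRNPU was then compared per cell. At 10000 counts per cell, 6165 of 7317 shHNRNPU cells had at least 1 HNRNPU count, a share of 84.3% (exact binomial interval 83.4% to 85.1%). In shLUC it was 3649 of 3666 cells, or 99.5% (99.3% to 99.7%). Without thinning the shares were 90.3% and 99.8%. The median thinned cell held 4 HNRNPU counts in shHNRNPU and 7 in shLUC. No cell type that lacks HNRNPU was present to measure the part of these shares that comes from free RNA.

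The variance of HNRNPU counts over thinned cells, divided by their mean (the Fano factor), was 3.51 in shHNRNPU and 1.67 in shLUC. Of the 335 other genes in shHNRNPU with a mean within a factor of 2 of that of HNRNPU, 6 had a Fano factor as high. Of the 167 such genes in shLUC, 19 did. In shHNRNPU, 2295 thinned cells (31.4%) had 0 or 1 HNRNPU count and 3084 (42.1%) had 5 or more. In shLUC, 96 cells (2.62%) had 0 or 1 and 2812 (76.7%) had 5 or more.

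**Figure D1:**
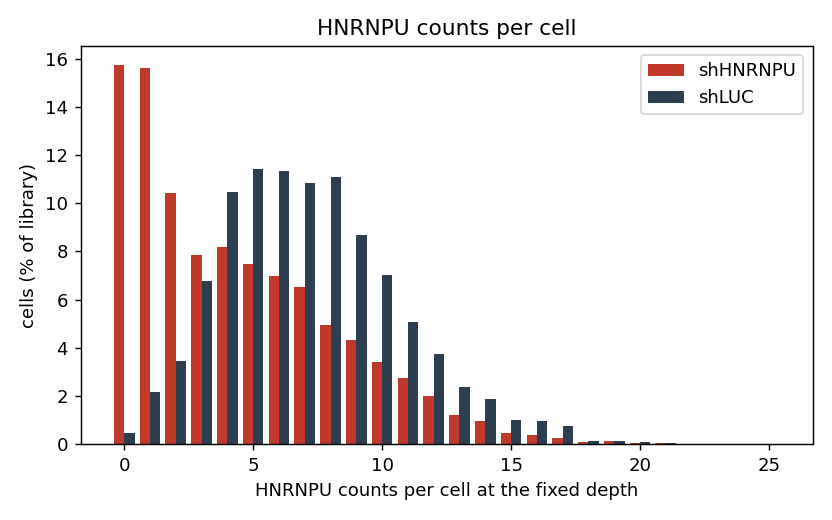
HNRNPU counts per cell (horizontal axis) against the percent of each library's cells (vertical axis), with every cell thinned to 10000 counts. The shHNRNPU cells (red) spread from 0, where 1152 cells lie, into the range of the shLUC cells (dark blue), of which 17 lie at 0.

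Over the 7631 genes with a mean of at least 10 CPM, the median log2 ratio was 0.05, the 5th percentile −0.40 and the 95th percentile 0.42. The 5th and 95th percentiles thus lay 0.82 apart, and 2.32 apart with the lowest minimum on low counts. Genes were named by size alone, among the 7425 of these genes that have a symbol and are not mitochondrial, and no significance is attached to the ranks. The 8 highest ratios included 6 metallothionein genes. These were MT2A (ENSG00000125148) at 199.5 CPM in shHNRNPU and 23.5 CPM in shLUC, a log2 ratio of 3.09 (3.03 to 3.14), then MT1E at 3.02, MT1H at 2.98, MT1G at 2.95, MT1F at 2.07 and MT1X at 1.87. Metallothionein genes are near-identical copies, so the split of reads among them is uncertain. The other members of the 8 were LINC01405 at 1.58 and POU3F1 at 1.53. The 8 lowest ratios were those of IRX2 at −1.90, APELA at −1.46, FEZ1 and PALLD at −1.44, SMPDL3B at −1.27, SERPINB9 at −1.24, TUBB6 at −1.21 and OTX2 at −1.20. IRX2 (ENSG00000170561) had 12.3 CPM in shHNRNPU and 45.8 CPM in shLUC. When each cell weighed the same, 13 of these 16 genes were again among the 16 named.

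The next comparison asked whether lower HNRNPU goes with a shift of primed cells toward the naive state, which resembles the epiblast before implantation. A fixed list of naive genes and a fixed list of primed genes were compared with 10000 random gene lists of the same size, matched on mean expression. Of the naive list, 16 genes had at least 20 counts over both libraries. Their median log2 ratio was −0.34 (−0.55 to −0.16), at percentile 0.52 of the random lists, and 12 of the 16 were below 0. Most of these genes were sparsely counted. KLF17, with 0 counts in shHNRNPU and 2 in shLUC, did not enter. DPPA5 had 299 counts in shHNRNPU and 280 in shLUC, a log2 ratio of −0.33 (−0.57 to −0.09), DPPA3 had 69 and 97, at −0.91 (−1.38 to −0.45), and TFCP2L1 had 156 and 94, at 0.31 (−0.07 to 0.69). ZFP42, with 12049 and 9581 counts, was at −0.09 (−0.13 to −0.05), and it was the only naive gene left when a mean of at least 20 CPM was required, the setting that moved the median most.

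All 27 genes of the primed list entered. Their median log2 ratio was −0.10 (−0.16 to −0.09), at percentile 0.17, and 19 were below 0. The members went both ways, from OTX2 at −1.20 and VIM at −1.12 to SFRP2 at 0.67, DUSP6 at 1.45 and HMX2 at 1.82. The naive median was lower than the primed median by a log2 difference of −0.24 (−0.43 to −0.04). This difference lay at percentile 8.64 of 10000 pairs of random lists, inside their central 95%. Both lists thus had lower medians in shHNRNPU than matched random lists, and no shift from primed toward naive genes was seen in these libraries.

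A further 12 fixed lists were compared in the same way, and 6 had a median outside the central 95% of their random lists. The nuclear-retained long non-coding RNAs had a median of −0.27 over 14 genes (percentile 0.03), with ESRG at −0.59 and MALAT1 at −0.20 but NEAT1 at 0.67. The trophoblast and amnion genes had a median of −0.63 over 9 genes (percentile 0.13), with a counting interval of −0.73 to 0.28 that reached past 0. Over the 2 of these genes with a mean of at least 20 CPM it was 0.38 (percentile 97.7), outside on the other side. The neuroectoderm genes had a median of −0.52 over 11 genes (percentile 0.69), while the 1 gene with a mean of at least 20 CPM was at −0.011 (percentile 36.3). Shared pluripotency genes had a median of −0.08 over 12 genes (percentile 1.72), among them POU5F1 at −0.08, SOX2 at −0.52 and NANOG at 0.20. Only 2 of the 8-cell-like genes entered, with a median of −1.22 (percentile 1.40). With the lowest minimum on low counts 3 entered, and the median was −0.53 at percentile 15.3, inside the central 95%. That setting still left out members with 3 counts or fewer in both libraries. The p53 target genes had a median of 0.21 over 16 genes (percentile 99.03), with CDKN1A at 1.14 and GDF15 at 1.20. It was −0.12 over the 5 of these genes with a mean of at least 20 CPM, and with every deposited barcode kept it lay at percentile 97.3, inside the central 95%.

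The other 6 lists lay inside their central 95%. These were S phase (0.14 over 43 genes, percentile 97.46), G2/M phase (0.10 over 54 genes, 88.3), the HNRNPU paralogues and nuclear scaffold genes (0.05 over 15 genes, 42.8), endoderm (−0.12 over 5 genes, 32.7), primitive streak and mesoderm (−0.22 over 8 genes, 21.0) and interferon response (−0.16 over 15 genes, 4.79). The S phase list lay at the edge. It was outside the central 95% in 3 alternatives, at percentile 98.5 when each cell weighed the same, and at 84.2 when a mean of at least 20 CPM was required. The mean differed in sign from the median for endoderm (0.10), interferon response (0.01) and the scaffold list (−0.12).

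**Figure D2:**
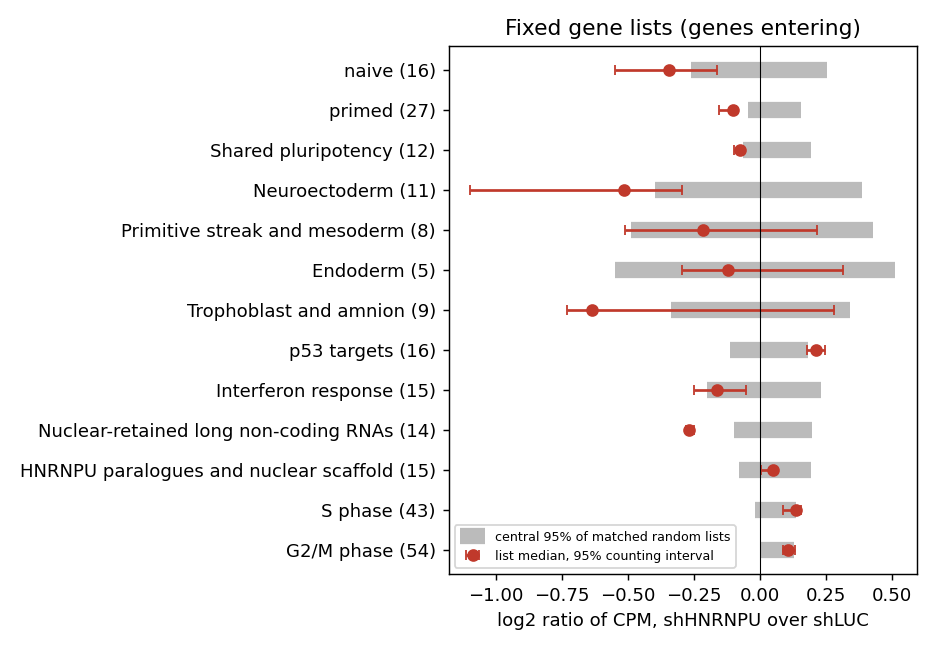
Median log2 ratio of CPM, shHNRNPU over shLUC (horizontal axis), for each fixed list with at least 3 genes entering (vertical axis, number of genes in brackets). Points are list medians, bars their 95% counting intervals and grey bands the central 95% of matched random lists. The naive median at −0.34 and the primed median at −0.10 lie below their bands.

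Transposable-element families were compared because the deposited tables count them beside genes. Their columns took 30.6% of the kept counts in shHNRNPU and 33.0% in shLUC. Of the 22 families fixed in advance, 21 were in these tables, and their median log2 ratio was −0.15 (−0.17 to −0.12). Over all 736 families with a mean of at least 10 CPM the median was −0.11, with a 5th percentile of −0.39 and a 95th of 0.12. The median of the fixed families was −0.21 when totals were taken over gene columns alone, a setting chosen after the data were seen. HERVH-int, a family of primed cells, was at 2939 CPM in shHNRNPU and 3602 CPM in shLUC, a log2 ratio of −0.29 (−0.30 to −0.29), and LTR7 was at −0.10. The 12 naive families went both ways, with 5 above 0 and a median of −0.07. They ran from SVA_F at −0.53, LTR7B at −0.42 and HERVK-int at −0.41 to SVA_B at 0.08 (0.04 to 0.12). Only 1, SVA_B, was above 0 with totals over gene columns alone. LTR5_Hs was at −0.02 (−0.07 to 0.03) and at 0.0051 with every barcode kept. L1HS was at 112.2 CPM against 270.7 CPM, or −1.27 (−1.30 to −1.24). Among the 736 families, the 5 highest were LTR45B at 2.65, LTR9A1 at 2.03, LTR29 at 1.38, X6B_LINE at 0.50 and LTR48B at 0.50. The 5 lowest were L1HS, MER92-int at −0.95, L1M2c at −0.75, MLT1E2 at −0.73 and L1P4a at −0.69. A family sums reads over many copies, some inside genes, so its ratio does not say which copies differed.

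**Figure D3:**
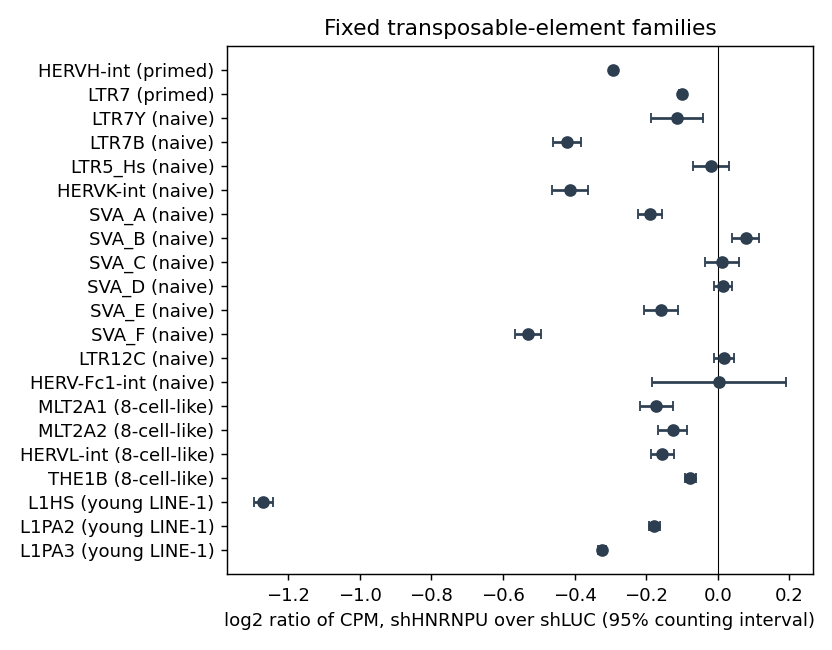
Log2 ratio of CPM, shHNRNPU over shLUC (horizontal axis), of the 21 fixed transposable-element families (vertical axis, with the state each was listed for). Points are ratios and bars 95% counting intervals. L1HS, at −1.27, is the lowest.

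The phase score called 99.9% of thinned shHNRNPU cells (99.84% to 99.98%) and 99.8% of thinned shLUC cells (99.53% to 99.89%) S or G2/M, a difference of 0.18 percentage points (0.03 to 0.40). Unthinned, both libraries stood at 99.8%. With nearly all cells of both libraries on one side, the call could not separate them. When the control genes of the score were limited to genes of at least 10 CPM, a setting chosen after the data were seen, the shares were 92.7% and 88.3%. In that setting 17.9% of shHNRNPU cells and 22.2% of shLUC cells lay within 0.05 of the boundary of the G1 call. Free RNA also enters such scores, and no statement on cycling is drawn from them.

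Joint clustering without batch correction gave 7 clusters. After the libraries were weighted equally, the cluster most tied to 1 library took 99.7% of its cells from shHNRNPU, and 99.5% when the phase lists and HNRNPU were left out of the clustering. The other clusters took 95.9%, 16.1%, 4.94%, 1.55%, 58.2% and 49.8% of their cells from shHNRNPU. In the cluster at 95.9% the 3664 shHNRNPU cells had 613.5 CPM of HNRNPU, so cells that kept much of it also lay mostly apart from shLUC. A further 595 shHNRNPU cells, at 788.0 CPM, lay in the cluster at 16.1%. With 1 library per group, a cluster mostly from 1 library may be that library and not a type. No cluster had 3 markers of any fixed cell type among its defining genes, so none was named, and cluster sizes were not compared between the libraries.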

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

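The test of free RNA was chosen after the result was seen, and that of damaged cells before its own result but after the summed and median mitochondrial shares were seen. The barcodes below the count minimum entered the comparisons above only in alternatives, where every barcode was kept or 2000 genes were required instead. Summed over these barcodes, shHNRNPU held a mitochondrial signal that was far lower in the control library. Mitochondrial genes took 10.98% of the 3818411 counts of the 2069 such shHNRNPU barcodes (exact binomial interval 10.95% to 11.01%). In the 5877 such shLUC barcodes the share was 3.96%, and in the kept cells it was 2.81% in shHNRNPU and 3.14% in shLUC. The median barcode below the minimum went the other way, with 0.34% in shHNRNPU and 3.14% in shLUC.

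Free RNA with the makeup of the kept cells was argued against, since 18.0% of the counts of these shHNRNPU barcodes lay on transposable-element columns, against 30.6% in the kept cells. In shLUC the shares were 28.9% and 33.0%. Barcodes with over 20% mitochondrial counts held 84.1% of the mitochondrial counts of the shHNRNPU set, in 461 barcodes, which is consistent with damaged cells as the source of the mitochondrial signal. In shLUC 45 barcodes held 7.99%. Damaged cells do not account for another part of the set, the 1356 of the 2069 shHNRNPU barcodes (65.5%) that had under 1% mitochondrial counts, with 26.1% on ribosomal protein genes and 496.2 CPM of MALAT1, a nuclear RNA at 1879 CPM in the kept cells. In shLUC 543 barcodes (9.24%) had under 1% mitochondrial counts, with 21.6% on ribosomal protein genes and 1871 CPM of MALAT1. For the shHNRNPU barcodes, droplets with cytoplasm and no nucleus, or free RNA of another makeup, stay open and were not tested. The sets differ in depth, with a median of 1484 counts in shHNRNPU and 2991 in shLUC, and no biological explanation was tested. With every deposited barcode kept, HNRNPU was at −0.73.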

How the results depend on the processing

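Of 76 alternative values for the main results, 56 stayed within the interval of the value reported, or within 1.5 times a count. Another 19 moved past that and 1 reversed. Totals over gene columns alone and the other control genes of the phase score were chosen after the data were seen. The cause was not tested for any change below unless it is named. All 8 alternatives for HNRNPU gave a lower level in shHNRNPU, between −0.76 and −0.69. It was −0.76 with cells weighted equally, −0.76 with totals over gene columns alone and −0.73 with every barcode kept. With every barcode kept the distance between the 5th and 95th percentiles was 0.816.

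With the lowest minimum on low counts that distance was 2.32, and the 8-cell-like list was at −0.53 over 3 genes and percentile 15.3, inside the central 95%. At a mean of 20 CPM it was 0.780, the naive median −0.092 at percentile 26.2 and the naive minus primed difference 0.0034, a change of sign that follows from a naive list of 1 gene. In that setting 9 of the 12 other lists kept any genes and 3 of these lay outside the central 95%, against 6 of 12, with the 8-cell-like list among those left without genes. The p53 median reversed to −0.12 over 5 genes and the interferon median to 0.15 over 4 genes. The trophoblast and amnion list changed sides, to 0.38 over 2 genes at percentile 97.7, and is 1 of those 3. The neuroectoderm list was inside, at −0.011 over 1 gene and percentile 36.3. In the other settings the naive median stayed between percentiles 0.35 and 1.31 and the primed median at or under percentile 0.19. With every barcode kept the p53 list was at percentile 97.3, inside the central 95%. The S phase list, inside at 97.46, was outside at 98.5 with cells weighted equally, and outside as well without the top 6% of doublet scores and with totals over gene columns alone.

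The primed median was −0.0902 both without the top 6% of doublet scores and with totals free of mitochondrial and ribosomal protein genes, and −0.16 with cells weighted equally. Totals over gene columns alone lower every log2 ratio by the same amount. They put the median of the fixed families at −0.21 and the scaffold list at −0.0029, a change of sign that follows from the scaling, since its percentile was 42.8 before and 43.8 after.

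With at least 2000 genes per barcode the depth ratio was −0.53 and the largest share of a cluster from 1 library 99.9%. Without the top 6% of doublet scores that share was 99.2%. The HNRNPU-positive share of shHNRNPU minus that of shLUC was −15.3 percentage points at the depth used, −4.58 at 20000 counts per cell and −9.54 without thinning. The greater depth also left out 4854 of the 7930 shHNRNPU cells and 1098 of the 4123 shLUC cells, so the cells compared differ as well. The S and G2/M difference was 0.0039 percentage points without thinning and 4.40 with control genes of at least 10 CPM.

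Of 299 further values, for single lists, genes and families, 252 stayed within the interval and 44 moved past it. The other 3 are the p53, interferon and scaffold medians above, which changed sign with a reported interval off 0. A further 8 values changed sign where the reported interval included 0. These were the trophoblast and amnion median above, LTR5_Hs with every barcode kept, SVA_C, SVA_D and LTR12C with totals over gene columns alone, and HERV-Fc1-int in 3 settings. No paired analysis was possible because each group held 1 library. Depth limits the naive, 8-cell-like and lineage lists most, since many of their members had under 100 counts in at least 1 library.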

Other observations

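The tests on the naive and primed lists were set down before their results were seen, and the tests of the spread of HNRNPU, the metallothionein genes, COX20, LTR45B, the p53 targets and the nuclear-retained RNAs after. Several tests split the thinned cells of a library into those with 0 or 1 HNRNPU count and those with 5 or more, and set the first over the second. The bounds of 1 and 5 were chosen after the counts per cell were seen. The shHNRNPU sets held 2295 and 3084 cells and the shLUC sets 96 and 2812. In shHNRNPU the cells with low HNRNPU also had more mitochondrial counts, 3.23% against 2.44%, and more ribosomal protein counts, 15.3% against 14.3%. They had fewer transposable-element counts, 29.7% against 31.2%. The split can thus sort cells by their condition as well. The split sorts cells by a noisy count, and the small shLUC set makes its values imprecise. Levels in each set come from all counts of its cells, including the thinned counts used to choose them. The choice thus raises HNRNPU in the high sets of both libraries. Cells were shallower in that of shHNRNPU, with a median of 19085.5 counts against 28482.5 in shLUC. The high sets are therefore not shown to be equal in HNRNPU. A cell with high HNRNPU in shHNRNPU can also carry traces of earlier knockdown or of signals from its neighbours, and whether a cell carried the hairpin was not measured, so these comparisons do not rule out an effect of the hairpin.

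The wide spread of HNRNPU among shHNRNPU cells was weighed first. Unequal depth was argued against, since the Fano factor was 3.51 with every cell at the same depth, against a 95th percentile of 1.78 over genes of like mean. A mixture of cells with strong and with little knockdown is a candidate explanation. When HNRNPU and the phase lists were left out of the clustering, the 2 clusters that held most shHNRNPU cells still differed in HNRNPU, with 220.5 CPM in 3884 cells and 670.1 CPM in 3401 cells, a log2 ratio of −1.60. The 2 clusters that held most shLUC cells had 707.3 and 755.9 CPM, a log2 ratio of −0.10. If so, the library ratio of −0.71 averages over cells with a far larger and cells with a far smaller reduction. Why some cells kept HNRNPU was not tested.

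The metallothionein genes went both ways with HNRNPU among shHNRNPU cells. MT2A, at 0.30, and MT1E, at 0.18, were higher in cells with low HNRNPU, while MT1X, at −0.57, MT1H, at −0.49, and MT1G, at −0.17, were lower. Their sum, at −0.31, rests mostly on MT1X and decides nothing. Reads shared between the copies were argued against as the cause. The sum over all 13 metallothionein columns, pseudogenes and low counts included, was higher in shHNRNPU at 2.40 (2.39 to 2.41). Of the 11 columns with at least 20 counts 10 were higher and 0 lower beyond counting error, and the columns outside the 6 held 1446 counts in shHNRNPU and 144 in shLUC. The cells with 5 or more HNRNPU counts of the 2 libraries differed in HNRNPU by −0.04, in counts that include those the cells were chosen by. Between these cells the sum was at 2.53 and all 6 genes were higher, between 2.09 and 3.15. This argues against the present HNRNPU level of a cell as the whole cause. A difference between the cultures and an effect of the hairpin that does not depend on a cell's own HNRNPU cannot be told apart, since each group held 1 library. In the same comparison all 8 of the highest genes were higher and all 8 of the lowest were lower in shHNRNPU, with medians of 2.53 and −1.25 against 2.51 and −1.35 between the whole libraries. In the shHNRNPU split 6 of the 8 lowest genes were lower in cells with low HNRNPU, with a median of −0.63, and 4 of the 8 highest were higher, with a median of 0.09. In the shLUC split 4 of the 8 lowest were lower. For the lowest genes a link to HNRNPU in the same cells thus stays open beside a difference between the cultures. The sets share cells with the libraries the genes were chosen from, so these values are a description.

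A few features followed HNRNPU in part. LTR45B, the family with the highest ratio, was higher in shHNRNPU cells with low HNRNPU by a log2 ratio of 2.08 (2.02 to 2.15), and by 0.03 (−0.47 to 0.49) in the shLUC split, which is consistent with a link to HNRNPU in the same cells. It was also at 1.41 between the cells with high HNRNPU of the 2 libraries, so part of its rise may lie elsewhere. The other 4 of the 5 highest families went different ways in the shHNRNPU split, with LTR48B at 0.86 (0.79 to 0.94), LTR29 at 0.32 (0.25 to 0.39), X6B_LINE at −0.10 (−0.18 to −0.03) and LTR9A1 at −0.76 (−0.83 to −0.69). LTR48B was at −0.25 (−0.57 to 0.05) in the shLUC split. Between the cells with high HNRNPU of the 2 libraries LTR48B was at 0.05, but LTR9A1 was at 2.29, LTR29 at 1.17 and X6B_LINE at 0.52, near their ratios between the libraries. In that comparison the 5 lowest families also stayed near their ratios between the libraries, from L1HS at −1.32 to L1P4a at −0.59. In the shHNRNPU split they ran from L1P4a at −0.30 to L1HS at 0.10. Reads from a gene that overlaps copies of LTR45B stay open, because the positions of the counted reads were not used here. In the shHNRNPU split 0 genes of at least 10 CPM had a ratio as high as that of LTR45B. The highest, ENSG00000290032, which has no symbol and was chosen after its values were seen, came close, at 1.89 in that split and 1.57 between the libraries. COX20, the neighbour that overlaps HNRNPU, was higher in shHNRNPU with a log2 ratio of 0.91 (0.88 to 0.94). Reads shared with HNRNPU would lower it where HNRNPU is low, and it was instead higher in those cells, at 0.89 (0.86 to 0.93), against 0.08 (−0.09 to 0.25) in shLUC. This is consistent with a rise of COX20 where HNRNPU is low. Between the cells with high HNRNPU of the 2 libraries it was at 0.45, so part of its rise may lie elsewhere as well.

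The p53 target list, higher in shHNRNPU, had a median of 0.55 in the shHNRNPU split (counting interval 0.48 to 0.65), above the random lists' central 95%. In the shLUC split it was 0.09 (−0.18 to 0.22) at percentile 96.13, too imprecise to show that no rise occurs there. Between the cells with high HNRNPU of the 2 libraries it was at −0.052 (−0.085 to 0.039), inside the central 95%, which argues against a difference between the cultures apart from HNRNPU. These values suggest, as a hypothesis, that p53 targets rise in the cells with low HNRNPU. The split moves other lists too. In shHNRNPU 8 of 13 lists lay outside the central 95%, among them G2/M phase at 0.14 (percentile 99.99) and S phase at −0.083 (2.42). A difference in cycling between the sets was not examined as a cause of the p53 result. In shLUC 5 of 13 lay outside, among them S phase at −0.22 (percentile 0.01) and the scaffold list at −0.29 (0.065). The split thus sorts the control cells by more than counting error. Shared pluripotency genes were at −0.26 (0.01) in shHNRNPU and −0.15 (2.48) in shLUC, and at −0.0085 between the cells with high HNRNPU. The nuclear-retained RNA list had a median of −0.54 in the shHNRNPU split and −0.14 between the cells with high HNRNPU. In the shLUC split it was at 0.11 (percentile 99.01), with a counting interval of −0.098 to 0.14 that included 0. A move the other way is thus not shown beyond counting error. Both a link to HNRNPU in the same cells and a difference between the cultures thus may contribute. The sorting of cells by their condition, given above, stays open for this list too. MALAT1 was at 1310 CPM in the shHNRNPU cells with low HNRNPU and 2357 CPM in those with high HNRNPU, against 1802 and 2193 CPM in the shLUC sets. With the trend on exonic length and GC content removed, the p53 list lay at percentile 99.87 and the nuclear-retained list at 0.22, while the S phase list fell from percentile 97.46 to 85.6.

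For the naive and primed lists the split did not decide. The naive median was −0.47 in the shHNRNPU split (−0.75 to −0.29) and −0.26 in the shLUC split (−0.35 to 0.55), and −0.15 between the cells with high HNRNPU (−0.37 to 0.02), where the lower edge of the central 95% was −0.23. The primed median was −0.085 in the shHNRNPU split (−0.12 to −0.036) and −0.063 between the cells with high HNRNPU (−0.087 to 0.0023). Each counting interval crossed an edge of the central 95% of the random lists or that of the shLUC split, so lower HNRNPU and a difference between the cultures cannot be told apart for either list. That the whole counting interval must lie past or inside the central 95% was required only after these values were seen. The criterion set before compared the median alone with that range. By it, the naive median met the test of lower HNRNPU and not that of a difference between the cultures. The shLUC split was past the edge by the same criterion, at percentile 2.315, so this is not specific to the knockdown. The primed median met the test of a difference between the cultures and not that of lower HNRNPU. After the trend of the ratios with exonic length and GC content in GENCODE 29 was removed, for which all members had values, the naive median was −0.39 at percentile 0.78 and the primed median −0.10 at percentile 1.23, both still below the central 95%. The removal changed the naive median by −0.04 (−0.12 to 0.02) and the primed median by 0.0061 (0.00028 to 0.076), less than the 0.34 and 0.10 that would take them to 0. Changes of 0.038 and 0.022 would take them to the edge of the central 95%. The naive interval stayed below 0.038, but the primed interval reached past 0.022. For the naive median the trend as the whole cause was argued against, by the criterion set before and by the size of the change. The size of the change was a measure chosen after the values were seen. For the primed median the criterion set before argues against the trend as well. The interval of its change leaves its place below the central 95% undecided.

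The median log2 ratio per chromosome over genes of at least 10 CPM lay between 0.01 and 0.12 for all 23 chromosomes compared, with the highest on chromosome 4. Gains or losses of part of a chromosome, or in a minority of cells, were not examined.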
